# Isolating and cryopreserving pig skin cells for single-cell RNA sequencing study

**DOI:** 10.1371/journal.pone.0263869

**Published:** 2022-02-17

**Authors:** Li Han, Carlos P. Jara, Ou Wang, Yu Shi, Xinran Wu, Sandra Thibivilliers, Rafał K. Wóycicki, Mark A. Carlson, William H. Velander, Eliana P. Araújo, Marc Libault, Chi Zhang, Yuguo Lei

## Abstract

The pig skin architecture and physiology are similar to those of humans. Thus, the pig model is very valuable for studying skin biology and testing therapeutics. The single-cell RNA sequencing (scRNA-seq) technology allows quantitatively analyzing cell types, compositions, states, signaling, and receptor-ligand interactome at single-cell resolution and at high throughput. scRNA-seq has been used to study mouse and human skins. However, studying pig skin with scRNA-seq is still rare. A critical step for successful scRNA-seq is to obtain high-quality single cells from the pig skin tissue. Here we report a robust method for isolating and cryopreserving pig skin single cells for scRNA-seq. We showed that pig skin could be efficiently dissociated into single cells with high cell viability using the Miltenyi Human Whole Skin Dissociation kit and the Miltenyi gentleMACS Dissociator. Furthermore, the obtained single cells could be cryopreserved using 90% FBS + 10% DMSO without causing additional cell death, cell aggregation, or changes in gene expression profiles. Using the developed protocol, we were able to identify all the major skin cell types. The protocol and results from this study are valuable for the skin research scientific community.

## Introduction

Millions of people are affected by skin injuries and diseases [1–3]. Animal models are widely used to understand skin physiopathology and to test potential therapeutics [4,5]. Among various experimental animals, the skin architecture and physiology of pigs are closest to humans [6–8]. FDA thus recommends including pigs for pre-clinical biology study and therapeutic testing [9,10]. Conventionally, the skin is investigated using low-content technologies such as qPCR, flow cytometry, and histology. The most recently developed single-cell RNA sequencing (scRNA-seq) technology allows simultaneously and quantitively analyzing the transcriptome of thousands of individual cells. It leads to new insights into the cell types, compositions, states, signaling, receptor-ligand interactome, and their dynamics during development, disease, and treatment [11–13]. Additionally, when combined with the high-content immunostaining and fluorescent imaging [14], or the cutting-edge Spatial Transcriptomics technology [11–13], the spatial and temporal organization of these cells and their interactions can also be obtained. scRNA-seq has been used to study rodent [15–22] and human [13,21,23–30] skins. However, using scRNA-seq to study pig skin is still rare.

In a typical scRNA-seq workflow, tissues are first dissociated into single cells (i.e., the upstream single cell preparation). These freshly isolated cells are then used to prepare RNA libraries using droplet-based technology (i.e., the downstream library preparation) [31]. The libraries are then sequenced using the deep sequencing technology [32]. Preparing high-quality single cells is critical for the success of the downstream process. Partial or incomplete tissue dissociation, cell aggregation, and cell death should be avoided during the preparation.

Recently studies showed that adding a cell preservation step between the upstream single cell preparation and downstream RNA library construction makes the scRNA-seq workflow much more flexible, manageable, and accessible to researchers [24,33–36]. First, some research facilities/institutions do not have the infrastructure and expertise to prepare scRNA-seq libraries for the freshly isolated cells. Instead, they ship cells to service facilities for RNA library construction and sequencing. Cells should be preserved during shipping. Second, most studies collect samples at multiple time points and different locations. Preparing RNA libraries at the same facilities can increase consistency and reduce experimental variations. To achieve this, cells need preservation. A suitable cell preservation method should not significantly change the cell viability, composition, and gene expression [24,33–36]. To our best knowledge, there have been no reports on how to prepare and preserve single cells from pig skin tissues for scRNA-Seq, which this study aims to address.

## Materials and methods

### Harvesting pig skin

Fresh skin tissues from healthy farm male pigs with about 30 kg of body weight were provided by the University of Nebraska-Lincoln Swine Facility. The Institutional Animal Care and Use Committee of the University of Nebraska-Lincoln granted a waiver of ethics approval for using skins harvested from dead animals. The dorsal area of the skin was washed with PBS, and the fur was removed with a disposable scalpel. The skin was disinfected with 70% ethanol, harvested using sterile scissors, and stored in the MACS Tissue Storage Solution (Miltenyi Biotech Inc) with 1% Antibiotic-Antimycotic (ThermoFisher Scientific). The samples were kept on ice and transported to the lab for single cell isolation.

### Isolating single cells

The skin was washed with sterile iced cold PBS three times, and the subcutaneous fat was scraped off using a scalpel. A full skin sample, including the epidermis and dermis, was taken with a 4-mm diameter punch. The sample was then dissociated using the Human Whole Skin Dissociation Kit (Miltenyi Biotech Inc). Briefly, 435 μL of Buffer L and 12.5 μL of Enzyme P were put into a gentleMACS C tube and gently mixed before adding 50 μL of Enzyme D and 2.5 μL of Enzyme A. One skin sample was placed into the tube and incubated at 37°C for three hours. The tube was inverted for mixing every ten minutes. The enzymatic reaction was stopped by adding 0.5 mL ice-cold cell culture medium (DMEM + 10%FBS). The sample was then mechanically dissociated with a gentleMACS Dissociator (Miltenyi Biotech Inc) using the “h_skin_01” program. The suspension was passed through a 70 μm strainer to remove tissue debris, if any. Cells were collected by centrifugation at 300 g for 5 minutes. The supernatant was aspirated, and the cell pellet was resuspended in 5 mL DMEM + 10% FBS. Cells were counted using a Countess II FL Automated Cell Counter (ThermoFisher Scientific) on a 0.2% trypan blue staining. The viability was further assessed using the LIVE/DEAD™ Viability/Cytotoxicity Kit for mammalian cells (Invitrogen).

### Cryopreserving cells

The freshly isolated cell suspension was centrifuged at 300 g for 5 minutes. The cell pellet was resuspended with FBS containing 10% DMSO at 1x10^6^ cells/mL. Next, 1 mL cells suspension was put in a cryopreservation vial and placed in a Mr. Frosty Freezing Container (ThermoFisher Scientific). The container was placed in a -80°C freezer overnight before being stored in liquid N_2_ for the long term.

### Thawing cells

The frozen vial was removed from the liquid N_2_ storage and placed in a 37°C water bath. After thawing, the cell suspension was centrifuged at 300 g for 5 minutes and resuspended in DMEM + 10% FBS. The cell viability was assessed with the LIVE/DEAD™ Viability/Cytotoxicity Kit and flow cytometer.

### Removing dead cells and cell aggregates using Fluorescence-Activated Cell Sorting (FACS)

4 μL of 2 mM ethidium homodimer-1 was added to each milliliter cell suspension and incubated for 20 minutes at room temperature to stain the dead cells before sorting (FACSAriaII). Side-scatter and forward-scatter profiles were used to eliminate cell doublets. Living cells were gated as ethidium homodimer-1 negative. The sorted cells were re-analyzed for purity using a flow cytometer. Data were analyzed with BD FACS Diva software.

### Removing dead cells using Magnetic-Activated Cell Sorting (MACS)

An alternative approach was used to remove dead cells with the Dead Cell Remove Kit (Miltenyi Biotech Inc) following the product instruction. Briefly, the cell suspension was centrifuged at 300 g for 5 minutes. Cells were resuspended in 100 μL of Dead Cell Removal MicroBeads and incubated for 15 minutes at room temperature. Dead cells were removed using a MACS Separator (Miltenyi Biotech Inc) following the product instruction.

### Library construction

Cells were suspended in DMEM+10% FBS. The cells’ density and viability were estimated using a Countess II FL Automated Cell Counter. About 8,000 cells were used as the input to generate an RNA-seq library following the 10X Genomics Chromium Next GEM Single Cell 3′ kit V3 protocol. Libraries were sequenced at Novogene using NovaSeq 6000 sequencer.

### Data processing

scRNA-seq data was processed with Cell Ranger pipeline version 4.0.0. (10x Genomics). A reference transcriptome was created by utilizing the pig reference genome (Sscrofa11.1) and its annotation downloaded from Ensemble (https://www.ensembl.org/Sus_scrofa/Info/Index). The reads were mapped using STAR aligner (v. 2.5.1b) against the reference transcriptome to detect and count UMIs and expressed genes.

### Data analysis

The quality of sequencing data was assessed using quality control parameters, including the gene counts per cell, UMI counts per cell, and mitochondrial gene expression [37,38]. These quality control parameters were calculated as part of the scRNA-seq data analysis procedure using the Seurat R package version 3.2.1 [37]. Since cell doublets or multiplets exhibit an aberrantly high gene and molecule counts, we set a maximum threshold at 4,500 genes per cell and 30,000 molecules per cell (S1 Fig). Also, we allowed cells up to 10% mitochondrial gene expression (S1 Fig).

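The deposited count matrices hold 4379 barcodes for the fresh library and 4860 for the cryopreserved library, and every barcode has at least 500 UMIs. More than 4500 genes were detected in 593 fresh barcodes (13.5%, exact 95% binomial interval 12.5 to 14.6%) and in 190 cryopreserved barcodes (3.91%, interval 3.38 to 4.49%). More than 30000 UMIs were found in 285 fresh barcodes (6.51%) and 28 cryopreserved barcodes (0.576%). The share of UMIs on mitochondrial genes was computed from the 13 protein-coding genes of the mitochondrial chromosome, which the matrices list without a common prefix. It exceeded 10% in 1004 fresh barcodes (22.9%, interval 21.7 to 24.2%) and in 446 cryopreserved barcodes (9.18%, interval 8.38 to 10.0%). All of these maxima together left 2775 fresh cells (63.4% of the barcodes, interval 61.9 to 64.8%) and 4223 cryopreserved cells (86.9%, interval 85.9 to 87.8%). The setting that moved these shares most took genes whose name begins with MT. It includes none of the 13 mitochondrial genes and takes in nuclear genes such as metallothioneins. The 10% limit on it removed 0 barcodes of either library. As with the gene and UMI maxima alone, 86.3% of fresh and 96.1% of cryopreserved barcodes passed. Among the cells that passed, the doublet caller Scrublet marked 3 fresh and 38 cryopreserved cells.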

The sample data sets were merged into one R Data object per experiment for joint cluster analysis. Then, the UMI count data per cell were normalized and log-transformed using the default settings of the “Normalize Data” function in Seurat [37]. Principal component analysis (PCA) was performed using the highly variable genes for each sample. Significant principal components were selected for subsequent cluster analysis. Single cell clustering was visualized with uniform manifold approximation and projection (UMAP) plots with default parameters. Cell types were annotated using marker genes with at least a 2-fold increase in individual cell clusters compared to the remaining cells. We used CellMatch for automated cell type annotation [39]. Based on the evidence-based score, we annotated the clusters by matching the identified marker genes with known cell markers in tissue-specific cell taxonomy reference databases [39]. For single-cell trajectory analysis [40,41], we used an algorithm to learn the changes in each cell’s gene expression sequence. Once the algorithm has learned the overall "trajectory" of gene expression changes, we placed each cell at its proper position in the trajectory (line).

Statistically significant differences between cell cluster gene levels were calculated using the MAST linear model approach, as implemented in the Seurat package. Genes were considered as being significantly altered if gene expression levels had at least 2-fold changes and adjusted P-values were less than 0.001 (Bonferroni correction). The overall similarity of fresh and cryopreserved samples’ gene expression profiles was assessed by the correlation performed on “pseudo-bulk” expression profiles [42], which were generated by summing counts together for all cells within the same sample by using the function of “*aggregateAcross”* in the Scatter package [43]. The raw pseudo-bulk count matrices were normalized using edgeR version 3.30.3 [44]. Pearson correlation of the fresh and cryopreserved samples was computed using the normalized counts. The differentially expressed pseudo-bulk genes were identified by edgeR.

### Statistical analysis

The data are presented as the mean ± S.D. We used an unpaired t-test to compare two groups and one-way ANOVA to compare more than two groups. P-value < 0.05 was considered statistically significant. We used GraphPad Prism 6 for Windows 6.01v to perform statistical analysis.

## Results

### Isolating and preserving single pig skin cells

We used the Miltenyi Human Whole Skin Dissociation Kit and the gentleMACS Dissociator to dissociate the pig skin. Our results showed the combination efficiently dissociated the skin into single cells with only a few cell aggregates and no cell or tissue debris. The resultant cells had healthy and spherical morphology (Fig 1A and 1B). Live/dead cell staining showed that most cells were live, and confirmed cell aggregates were few (Fig 1C and 1D). Flow cytometry analysis showed that >60% of cells were viable (Fig 1E). We froze the freshly isolated cells in 90% FBS + 10% DMSO at -80°C, followed by long-term storage in liquid N_2_. After thawing, cryopreserved cells had similar spherical morphology and viability as the fresh cells (Fig 1A–1E), preliminarily indicating this method is appropriate for preserving cells. Furthermore, the cryopreservation did not induce cell aggregation.

**Fig 1:**
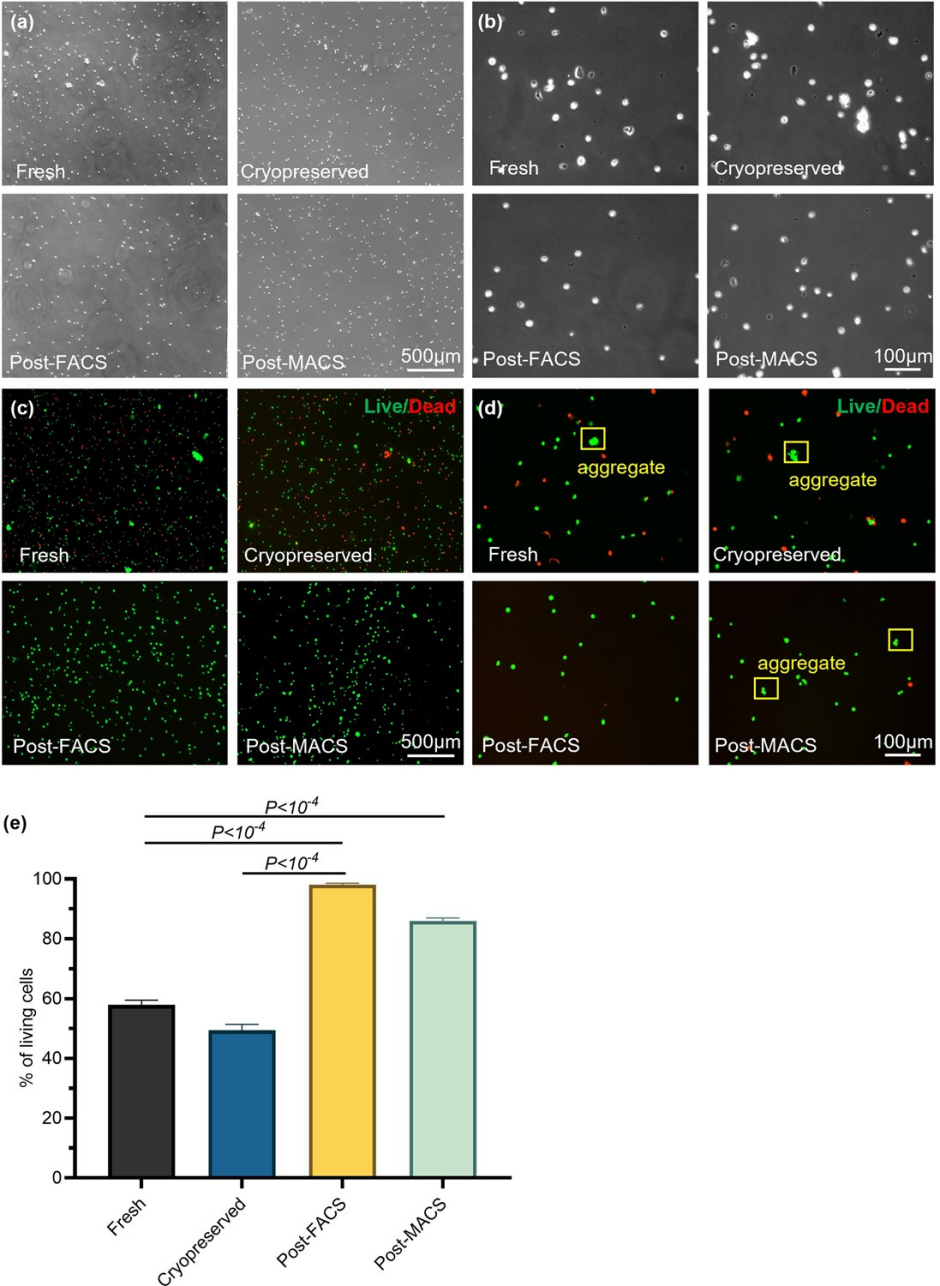
Efficient single cell preparation. Phase (a, b), live/dead staining (c, d), and flow cytometry viability quantification (e) of fresh isolated, cryopreserved, post-FACS, and post-MACS pig skin cells. n = 3 for (e).

Cell aggregates interfere with the downstream library preparation. RNAs released from dead cells negatively affect scRNA-seq results. We sought to remove both aggregated and dead cells with fluorescence-activated cell sorting (FACS) before the library preparation. Dead cells were stained with ethidium homodimer-1 dye and removed via the red fluorescence. Cell doublets were removed using the side-scatter and forward-scatter profiles. FACS quantitively removed both (Fig 1D). Since many researchers have difficulty accessing a FACS instrument, we also used an alternative and compact device, the Miltenyi magnetic-activated cell sorting (MACS), to remove the dead cells. MACS quantitively removed dead cells. However, it was not efficient to remove cell aggregates (Fig 1D). In summary, it is appropriate to combine the Human Whole Skin Dissociation Kit, the gentleMACS Dissociator, cryopreservation, and FACS to prepare and preserve high-quality single pig skin cells for scRNA-seq.

### Cryopreservation in 90% FBS + 10% DMSO preserved gene expression

Our data showed the genes per cell, UMIs per cell, % mitochondrial genes were similar between the fresh and the cryopreserved sample (Fig 2A–2C). 

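Cells of dorsal skin from male farm pigs were profiled by droplet scRNA-seq with a 10x Genomics 3′ kit, in which each transcript carries a unique molecular identifier (UMI) so that copies made by PCR are counted once. One library was made from fresh cells and one from cells frozen in 90% FBS + 10% DMSO. The authors mapped the reads to the Sscrofa11.1 genome with the Ensembl annotation and deposited, for each library, the number of UMIs of each gene in each barcode, without normalization. The fresh matrix sums to 53271738 UMIs and the cryopreserved matrix to 42217632, and the cells within the study's maxima hold 32274985 and 36687009 of them. From these counts, cells were filtered as the methods state, counts were summed over the cells of each library for pseudo-bulk profiles, and the libraries were integrated and clustered with Seurat. Resolution, number of principal components and the minimum for an expressed gene were set here, since the paper's text does not name them. The extraction protocol given for both samples describes freezing, and the title and treatment labels and the paper mark one sample as fresh. The labels and the paper's text do not say whether both libraries came from the same animal. With 1 library per condition the spread between samples cannot be estimated, so no test was run, and every difference describes this pair of libraries. The intervals given for them cover counting error only.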

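Over the filtered cells, the median number of UMIs per cell was 11017 in the fresh library (95% interval from order statistics 10698 to 11417) and 7945 in the cryopreserved library (interval 7783 to 8134). The ratio of the medians, cryopreserved over fresh, was 0.721 (interval 0.693 to 0.748). The alternative that moved this ratio most was leaving out the mitochondrial limit, a choice made after seeing the data, which gave 0.903. The median number of genes per cell was 3078 in the fresh library (interval 3022 to 3141) and 2637 in the cryopreserved library (interval 2596 to 2681). When each cell was thinned to 1000 UMIs, leaving out 27 fresh and 32 cryopreserved cells with fewer, the median number of genes was 655 and 648. The median share of UMIs on mitochondrial genes was 3.517% in the fresh library (interval 3.431 to 3.603%) and 3.49% in the cryopreserved library (interval 3.41 to 3.58%). Within cell classes named from marker genes, the median number of UMIs per cell was lower in the cryopreserved library in 10 of 10 classes, with ratios from 0.564 in lymphatic-like cells to 0.887 in mast-like cells. Within these classes the mitochondrial median was lower in the cryopreserved library in 4 of 10, such as CD163/CD209 myeloid-like (3.27% and 2.28%) and fibroblast-like cells (2.79% and 2.28%), and higher in 6, such as epidermal stem-like (4.65% and 5.14%) and mast-like cells (5.05% and 6.09%).

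**Figure D1:**
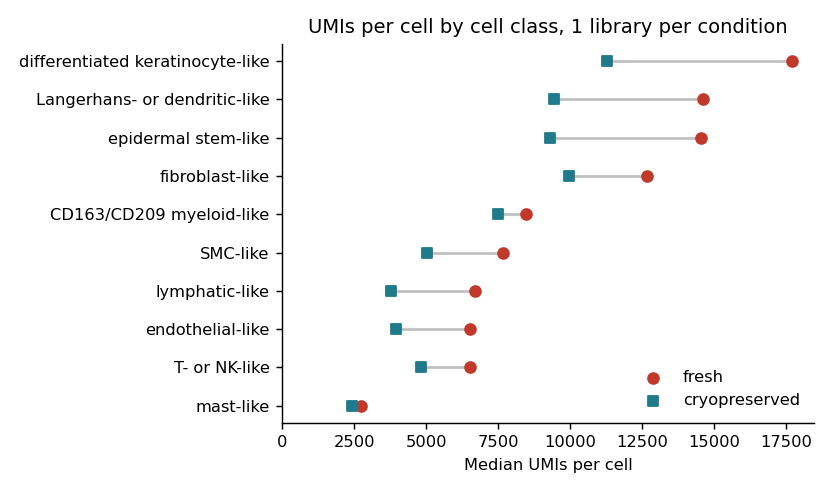
Median UMIs per cell (horizontal axis) of the filtered cells of each cell class in the fresh library (circles) and the cryopreserved library (squares), 1 library per condition and no error bars. The cryopreserved median lies below the fresh median in 10 of 10 classes.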

The pseudo-bulk expression profiles of cryopreserved and fresh cells were compared using correlation analysis to assess if cryopreservation alters the gene expression. The expression profile of the cryopreserved sample correlated very well with this of fresh cells (R = 0.981) (Fig 3A). 

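UMIs were summed per gene over all filtered cells of each library and scaled to CPM with edgeR's TMM factors. Across the 22857 genes with at least 1 UMI in either library, Pearson's r between the CPM of the fresh and the cryopreserved library was 0.988 (95% interval from resampled counts 0.98822 to 0.98842). This correlation is taken across genes, which are not independent replicates, and it does not depend on the scaling: total UMIs and DESeq2 size factors gave the same r. The 20 genes with the highest mean CPM, led by COL1A1 and COL1A2, take 13.8% of the fresh and 14.5% of the cryopreserved UMIs. Leaving them out moved r most, to 0.968. On log2(CPM + 1) values r was 0.994, and Spearman's correlation was 0.983. As a reference, the cells of 1 library were split at random 100 times into 2 groups of equal size. The median r between the groups was 0.9988 in the fresh library (range 0.9910 to 0.9996) and 0.9992 in the cryopreserved library (range 0.9862 to 0.9998). Between the groups of the fresh library, the median r on the log2 scale was 0.996. For Spearman's correlation the medians were 0.981 in the fresh and 0.982 in the cryopreserved library, against 0.983 between the libraries. Each group holds fewer UMIs than a whole library, which lowers a rank correlation over genes with few UMIs. The Spearman medians therefore do not show the libraries to be as alike as groups of a single library. Osteopontin (SPP1, chromosome 8, 131077786 to 131085334), which is printed in Fig 3A, had 349 UMIs in the fresh and 577 in the cryopreserved library, or 10.7 and 15.9 CPM.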

Among 20,428 expressed genes, there were only 57 differentially expressed genes (DEGs) between fresh and cryopreserved samples with FDR adjusted P-values < 0.01. This indicates the gene expression profiles between fresh and cryopreserved samples are almost the same. 

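The size of the differences was described instead of tested, because 1 library per condition leaves no spread between samples to test against. Over the 11692 genes with at least 200 UMIs in both libraries together, the median absolute log2 ratio of CPM, cryopreserved over fresh, was 0.23 (95% interval 0.2247 to 0.2298). With counts drawn from a single shared profile at these depths, counting error alone gave 0.04. Groups of cells drawn at random from the fresh library differed by 0.08 in the median, and those from the cryopreserved library by 0.07. The median absolute log2 ratio moved most when all barcodes were used, to 0.20. A log2 ratio of at least 1 in size was seen for 123 genes (1.05%), of which 86 were higher and 37 lower in the cryopreserved library. A size of at least 0.5 was reached by 1531 genes (963 higher and 568 lower), and a size of at least 2 by 11 genes (5 higher and 6 lower). The number of genes with at least 1 UMI in both libraries was 20590, and 20474 genes had a UMI in at least 3 cells.

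**Figure D2:**
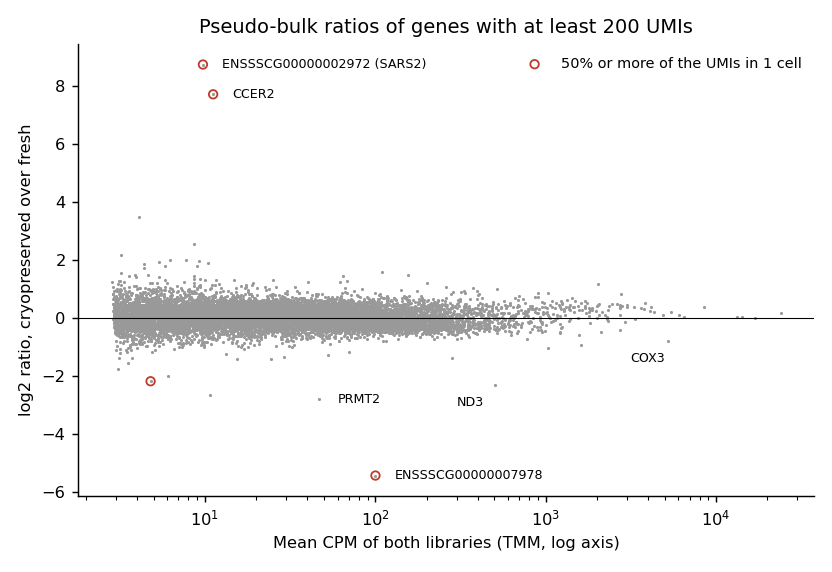
Each point is one of the 11692 genes with at least 200 UMIs, with its mean CPM in both libraries on a log axis and its log2 ratio of CPM, cryopreserved over fresh, on the vertical axis; open circles mark the 4 genes with 50% or more of their UMIs in a single cell. Most genes lie near 0, and no error bars are drawn.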

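The 5 genes with the highest and the 5 with the lowest log2 ratio among those with at least 200 UMIs were chosen by size alone. Coordinates are those of the RefSeq annotation of Sscrofa11.1. The highest was ENSSSCG00000002972 (SARS2, chromosome 6, 47717363 to 47728394) with 1 fresh and 704 cryopreserved UMIs, a ratio of 636 with a counting interval of 114 to 25158. It was followed by its neighbour CCER2 (chromosome 6, 47712760 to 47717225) with 3 fresh and 806 cryopreserved UMIs, a ratio of 243 (interval 82.8 to 1180). A single cryopreserved cell held 703 of the SARS2 and 794 of the CCER2 UMIs. GJB6 (chromosome 11, 793276 to 800109) had 22 and 274 UMIs (log2 ratio 3.46), S100A12 (chromosome 4, 96225691 to 96227030) 83 and 533 (2.53), and HSD17B2 (chromosome 6, 6296429 to 6360434) 38 and 191 (2.17), fresh and cryopreserved in turn. For these genes one cell held 29.7%, 46.1% and 28.8% of the UMIs. Over all barcodes, where GJB6 had 152 fresh and 362 cryopreserved UMIs, their log2 ratios were 1.592, 1.496 and 1.216. At the other end, ENSSSCG00000007978 fell by 5.45 on the log2 scale, from 6407 to 162 UMIs, with 59.3% of its UMIs in one fresh cell. PRMT2, on an unplaced scaffold, fell by 2.82 from 2668 to 417 UMIs, and ENSSSCG00000047796 fell by 2.68 from 604 to 104 UMIs. The mitochondrial gene ND3 (chromosome MT, 10653 to 10998) fell by 2.33 from 27445 to 6027 UMIs. ENSSSCG00000035964 had 258 and 62 UMIs (log2 ratio -2.19), but without the one fresh cell that held 257 of them 1 and 62 UMIs were left, a log2 ratio of 5.23 and a ratio of 56.0 with a counting interval of 9.69 to 2248. For PRMT2, ENSSSCG00000047796 and ND3, by contrast, no cell held over 1% of the UMIs.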

Next, we analyzed the subset of genes that exhibited high cell-to-cell variation in the samples (Fig 3B). 

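Highly variable genes were taken in each library alone, as the 2000 genes with the highest standardized variance (Seurat, vst method). The 2 lists shared 1482 genes (74.1%). Lists drawn from random groups of cells of equal size within 1 library shared a median of 1554 genes in the fresh library and 1543 in the cryopreserved library (5 splits each). Each group holds fewer cells than a whole library, which can lower the overlap, so these medians may lie too low as a reference. With lists of 1000 genes the overlap was 736, with 3000 genes 2206, and with dispersions in place of vst 1204 of 1853 fresh and 1597 cryopreserved genes. CD209 (chromosome 2, 71394414 to 71397711) had a mean of 0.652 UMIs per cell and a standardized variance of 12.8 (rank 16) in the fresh library, and 1.41 UMIs and 17.0 (rank 5) in the cryopreserved library. For MMP3 (chromosome 9, 33446969 to 33453995) the means were 0.409 and 0.465 UMIs and the variances 11.4 (rank 27) and 15.3 (rank 14). For CCL5 (chromosome 12, 39652731 to 39659121) the means were 2.55 and 2.49 UMIs and the variances 14.9 (rank 9) and 18.3 (rank 3). C4BPA, which has more than one entry in the annotation, had means of 4.10 and 5.87 UMIs and variances of 21.0 and 19.6, and was ranked 2 in both libraries. These means are not scaled for depth, and the cryopreserved cells held fewer UMIs. In CPM the ratios, cryopreserved over fresh, were 2.98 for CD209, 1.56 for MMP3, 1.34 for CCL5 and 1.97 for C4BPA. The remaining genes printed in Fig 3B ranked as follows, fresh and cryopreserved in turn: KRT1 1 and 4, CTSL 17 and 1, CXCL8 6 and 11, C1QA 4 and 10, C1QB 7 and 13, CCR7 14 and 24, CCL8 28 and 12, SPRP 12 and 7, CCL4 13 and 6, CSF3 25 and 18, and ENSSSCG00000006286 8 and 15. Across the 20590 genes detected in both libraries, Pearson's r was 0.883 between the log10 standardized variances and 0.983 between the log10 mean counts, with genes not being independent replicates.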

Fresh and cryopreserved samples shared the highly variable features (e.g., CD209, MMP3, CCL5, C4BPA) with similar variance and average expression. Lastly, we assembled the fresh and the cryopreserved sample into an integrated reference and visualized the integration using a non-linear dimensional reduction UMAP (Fig 3C). Again, the fresh and cryopreserved cells formed similar structures. These results show that cryopreservation in 90% FBS + 10% DMSO did not alter the gene expression significantly.

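Both libraries were integrated with Seurat's anchors on 2000 features and 30 dimensions. The mixing of the libraries was measured as the share of cryopreserved cells among the 30 nearest neighbours of each fresh cell. On average 56.1% of these neighbours were cryopreserved cells, against 60.3% of all 6998 cells, a ratio of 0.930. A ratio of 1 would mean complete mixing. With 15 neighbours the ratio was 0.920 and with 60 neighbours 0.945. The alternative that moved it most was merging the libraries without integration, which gave 0.906.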

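Groups of genes with a known response to handling were examined in the pseudo-bulk profiles. Of 21 immediate early and heat shock genes known to respond to tissue dissociation, 17 had at least 50 UMIs, and their median log2 ratio, cryopreserved over fresh, was 0.23, with 12 higher and 5 lower. This median lay at percentile 95.7 of 10000 random lists of the same size matched on mean expression. Scaling by total UMIs moved it to 0.19. Within fibroblast-like cells the median was 0.21 (percentile 78.4), and within epidermal stem-like cells it was 0.01 (percentile 77.3). FOS had 1816 and 2139 CPM (log2 ratio 0.24), JUN 1014 and 877 CPM (-0.21) and HSPA8 1040 and 1044 CPM (0.01), fresh and cryopreserved in turn. Over all 17 genes the log2 ratios ran from -0.41 to 1.13. Of 2 cold response genes, RBM3 could be measured, with 196 and 295 CPM (log2 ratio 0.59). This ratio lay at percentile 98.1 of random lists of the same size matched on mean expression, and at 95.2 with all barcodes. Within fibroblast-like cells it was 0.73 (percentile 96.7), and within epidermal stem-like cells 0.34 (percentile 92.4). With the fresh library's cell class shares applied to both libraries, the median absolute log2 ratio over all genes was 0.21 and Pearson's r 0.988. From the correlation of the pseudo-bulk profiles, the small number of differentially expressed genes, the shared variable features and the similar structures in the UMAP plots, the paper concludes that freezing in this medium did not alter gene expression significantly.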

**Fig 2:**
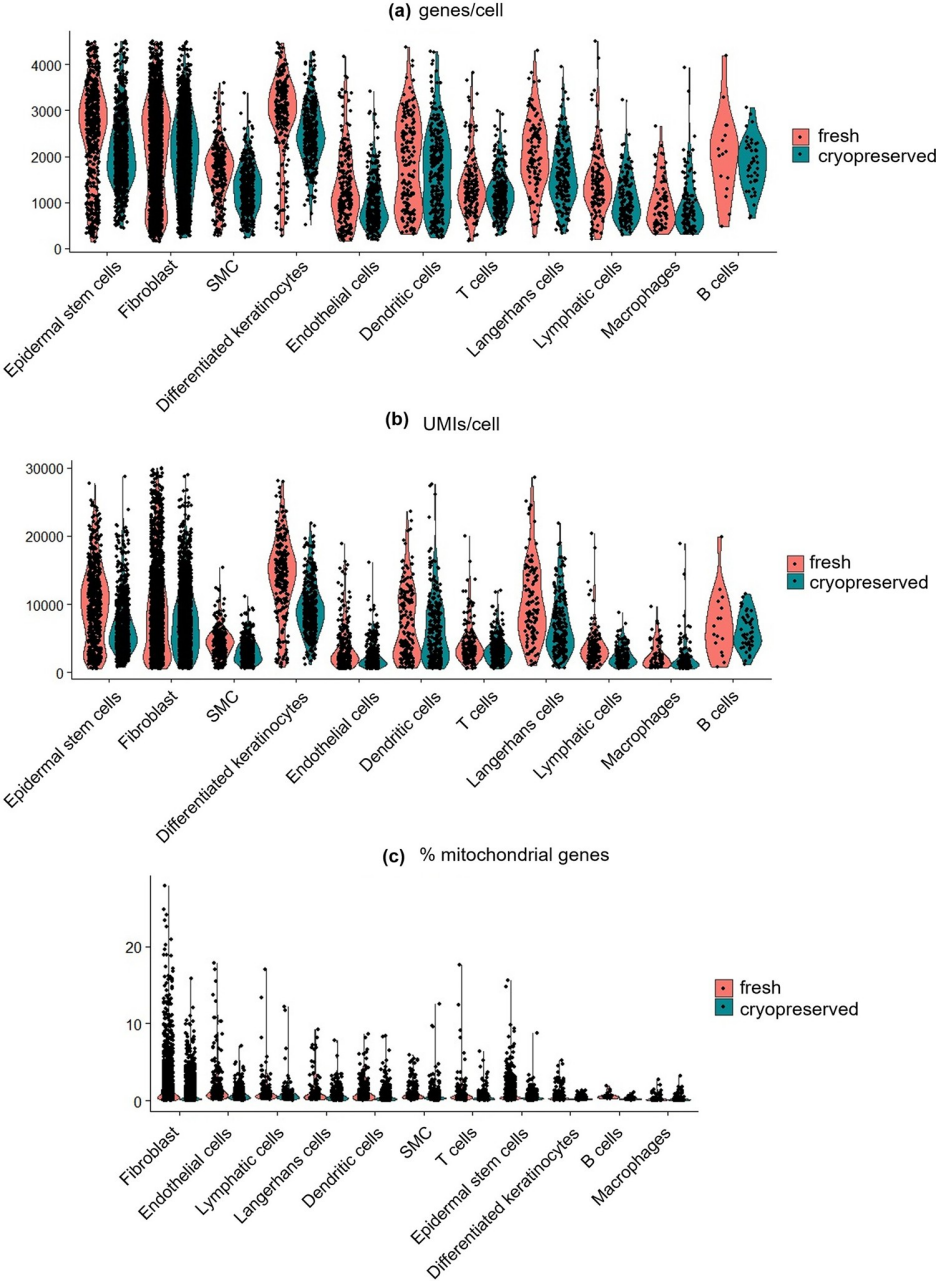
Fresh and cryopreserved cells have similar quality control parameters. The genes per cell (a), UMIs per cell (b), and % mitochondrial genes (c) in each cell of fresh and cryopreserved samples by cell type. Each dot represents one cell.

**Fig 3:**
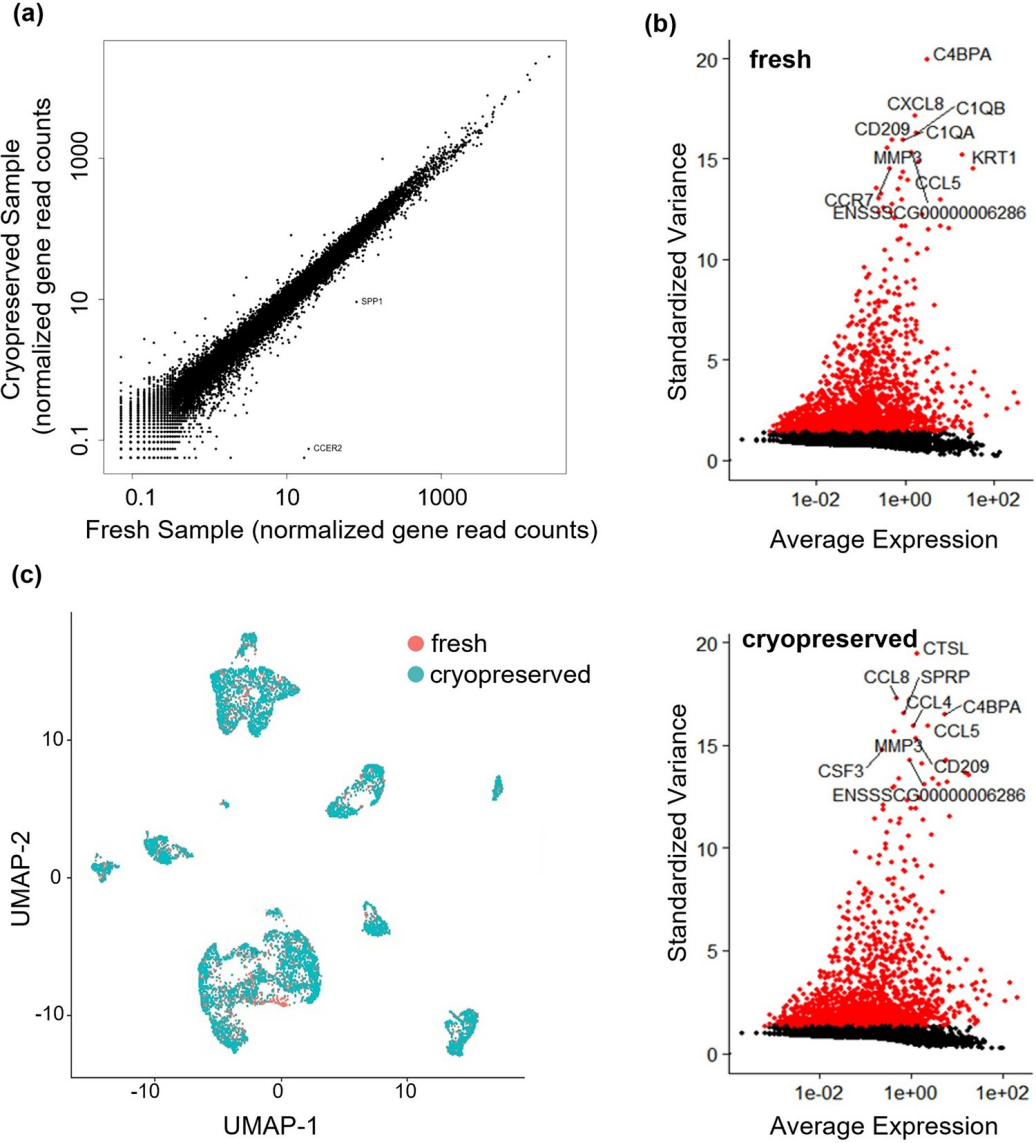
Fresh and cryopreserved cells have similar gene expression profiles. (a) The pseudo-bulk expression profiles of fresh and cryopreserved cells are compared using correlation scatter plots. The profiles correlate well (R = 0.981). (b) Analysis of the highly variable genes shows fresh and cryopreserved samples share the highly variable features with similar variance and average expression. (c) UAMP shows fresh and cryopreserved samples have similar structures.

### Cryopreservation in 90% FBS + 10% DMSO retained the major skin cell types

Next, we sought to answer if the single cell preparation protocol could retain the major skin cell types and if the cryopreservation changed the cell composition. We performed a clustering analysis of the integrated cryopreserved and fresh cells using a graph-based clustering approach [37,45]–the Louvain algorithm [46]. This method embeds cells in a graph structure, clusters cells with similar feature expressions, and partitions the graph into highly interconnected communities. We identified 18 clusters (S2 Fig) and the top 10 marker genes for each cluster (S3 Fig). 

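Louvain clustering of the integrated cells with Seurat's default resolution of 0.8 on 30 principal components gave 24 clusters. The number depended most on the resolution, with 19 clusters at 0.4 and 27 at 1.2. It was 23 with 20 dimensions, 25 with 50 dimensions and 23 when the libraries were merged without integration. The largest cluster held 308 fresh and 436 cryopreserved cells. The smallest were cluster 22 with 3 fresh and 22 cryopreserved cells and cluster 23 with 8 and 13.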

We then used a mixed strategy to annotate the clusters. We used CellMatch [46] to annotate clusters based on the evidence-based score by matching the identified marker genes with known cell markers in tissue-specific cell taxonomy reference databases. Also, we used cell marker genes from recent scRNA-seq studies of skin [16,27] to identify the remaining cell types. This allows us to identify the major skin cell types (Fig 4A). 

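Clusters were named from lists of marker genes chosen in advance, and each name is given as "like" because it rests on these lists alone. A list named a cluster when it had the highest score, with at least 3 of its markers detected in 10% of the cells and raised at least 2-fold. The rise was taken over the median of the cluster means. A cluster also stayed unnamed where another list had more of its leading genes. The same held where its UMIs were low for the library and none of the list's markers was a leading gene. In this way 23 of the 24 clusters were placed in 10 classes, and cluster 22, with a single detected erythrocyte marker, stayed unnamed. Fibroblast-like cells made up 7 clusters, one of which (cluster 21) also carried markers of dividing cells. Epidermal stem-like cells made up 4 clusters, among them cluster 19, led by the division genes DIAPH3 and CDC20, and cluster 10, led by PTHLH and including SOX9. Cluster 13, led by KRT1 and KRT10, was differentiated keratinocyte-like. T or NK-like cells formed 3 clusters, and SMC-like cells and CD163/CD209 myeloid-like cells 2 clusters each. Endothelial-like, lymphatic-like, Langerhans or other dendritic-like and mast-like cells formed 1 cluster each. The scoring rule and the joining of T with NK and of Langerhans with other dendritic markers were set after the first output had been seen. Under the first version of the rule, 4 further clusters with 400 fresh cells (14.4%) and 568 cryopreserved cells (13.5%) would have stayed unnamed.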

The expression levels for the markers of each cell type were shown in Fig 5 and S1 Table. 

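The markers printed in Fig 5 were set against the clusters as mean CPM over all cells of a cluster. ITGA6 and KRT15 were highest in cluster 9 (863 and 2805 CPM, against 176 and 175 in the remaining cells), an epidermal stem-like cluster. KRT1 and KRT10 reached 22588 and 28271 CPM in the differentiated keratinocyte-like cluster 13. COL1A1 was highest in the fibroblast-like cluster 4 (81039 CPM) and COL6A1 in the fibroblast-like cluster 1 (5447 CPM). ACTA2 and RGS5 led in the SMC-like cluster 12, with 3956 and 3599 CPM. VWF and CDH5 were highest in the endothelial-like cluster 3 (823 and 347 CPM), and PROX1 in the lymphatic-like cluster 14 (879 CPM, against 10.0 in cluster 3). CLDN5 had 577 CPM in cluster 14 and 458 CPM in cluster 3. CD163 and CD209 were highest in cluster 7 (415 and 2083 CPM), and CD207 and BCL2A1 in cluster 11 (230 and 1681 CPM). CD3D and CD3E led in cluster 15 (220 and 1801 CPM). ITGAM and ITGAL, the study's B cell markers, had their highest means in cluster 20 (180 and 298 CPM), which carried 8 CD163/CD209 myeloid markers. NKG7 and NLRP3, the study's macrophage markers, were highest in cluster 17 (719 and 346 CPM), which carried 5 mast cell markers.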

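Free RNA in the cell suspension can place transcripts of one cell type into the droplets of another. As a measure that free RNA and doublets both raise, the share of fibrillar collagen UMIs (COL1A1, COL1A2 and COL3A1) in T or NK-like cells was taken. It was 0.0501% in the fresh library (533 of 1063294 UMIs, exact 95% Poisson interval 0.0460 to 0.0546%) and 0.0393% in the cryopreserved library (533 of 1354890 UMIs, interval 0.0361 to 0.0428%). The 5 cells with most collagen held 52.7% (fresh) and 49.7% (cryopreserved) of these UMIs, and the median share per cell was 0.025% and 0.0199%. In the whole libraries these genes took 5.34% and 5.47% of the UMIs. Keratin UMIs, over the 3 of 4 listed keratins found by name, made up 0.0054% and 0.0137%, with 24.6% and 68.3% of them in 5 cells. In endothelial-like cells the collagen share was 0.0301% in the fresh and 0.294% in the cryopreserved library, so the direction between the libraries changed with the class used. There, 5 cryopreserved cells held 91.2% of the collagen UMIs, and the median share per cell was 0.0291% and 0.0268%.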

The top 10 marker genes for each cell type were also identified (S4 Fig). We compared the fresh and the cryopreserved samples regarding the relative organization and connection between cell clusters (Fig 4A). 

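Within each of the 10 named cell classes, the share of cryopreserved cells among the 30 nearest neighbours of the fresh cells was divided by their share in that class. The ratio ran from 0.905 in lymphatic-like cells to 1.02 in mast-like cells, with 0.931 in fibroblast-like and 0.924 in epidermal stem-like cells. Merged without integration, it ran from 0.872 in lymphatic-like to 1.02 in differentiated keratinocyte-like cells. The share of a cluster in the cryopreserved library over its share in the fresh library lay between 0.621 (cluster 21, 18 fresh and 17 cryopreserved cells) and 2.09 (cluster 19, 23 and 73 cells) in 23 of the 24 clusters. In the unnamed cluster 22 it was 4.82, but 2 of its 3 fresh and 18 of its 22 cryopreserved cells were among the 6% with the highest Scrublet scores.

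**Figure D3:**
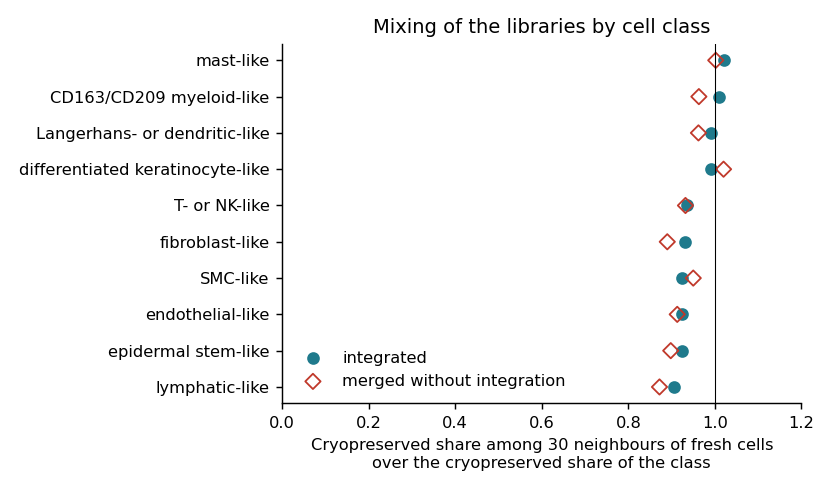
Share of cryopreserved cells among the 30 nearest neighbours of fresh cells over their share in the class (horizontal axis), for each cell class, with integrated (filled) and merged (open) libraries and a line at complete mixing. Fibroblast-like cells lie at 0.931 when integrated and 0.890 when merged; no error bars are drawn.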

The two samples were very similar. Also, the cryopreservation did not significantly alter the cell compositions (Table 1).

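Shares are given over the 2775 fresh and 4223 cryopreserved filtered cells, with exact 95% binomial intervals; the paper's text gives no cell totals for Table 1, and the classes were rebuilt from marker genes, so a difference from the study's shares may come from the names. Fibroblast-like cells made up 43.8% of the fresh (interval 41.9 to 45.7%) and 37.2% of the cryopreserved cells (interval 35.8 to 38.7%); the paper's reported values are 45.5% and 37.9%. Epidermal stem-like cells were 16.0% (14.7 to 17.4%) and 21.3% (20.1 to 22.6%), where the paper's reported values are 16.0% and 17.8%. Differentiated keratinocyte-like cells were 3.10% and 3.72%. The sum of both keratinocyte classes, which depends less on the boundary between them, was 19.1% (17.7 to 20.6%) and 25.1% (23.8 to 26.4%). SMC-like cells accounted for 8.86% and 8.83%, endothelial-like cells for 7.24% and 6.37%, and lymphatic-like cells for 3.86% and 3.20%. Among immune classes, CD163/CD209 myeloid-like cells were 5.55% and 6.54%, T or NK-like cells 5.23% and 5.99%, Langerhans or other dendritic-like cells 3.82% and 4.33%, and mast-like cells 2.45% and 1.94%. The fibroblast share differed by -6.56 percentage points, cryopreserved minus fresh (interval -8.91 to -4.21), and the keratinocyte share by 5.95 points (interval 3.98 to 7.90). For the remaining classes apart from epidermal stem-like cells the interval of the difference included 0. Leaving out the mitochondrial limit, a choice made after seeing the data, moved the fibroblast difference most, to -1.53 points (interval -3.55 to 0.494). In that setting 20.5% of the fresh and 8.25% of the cryopreserved cells were in unnamed clusters, and over the named cells alone, likewise chosen after seeing the data, the difference was -7.38 points.

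**Figure D4:**
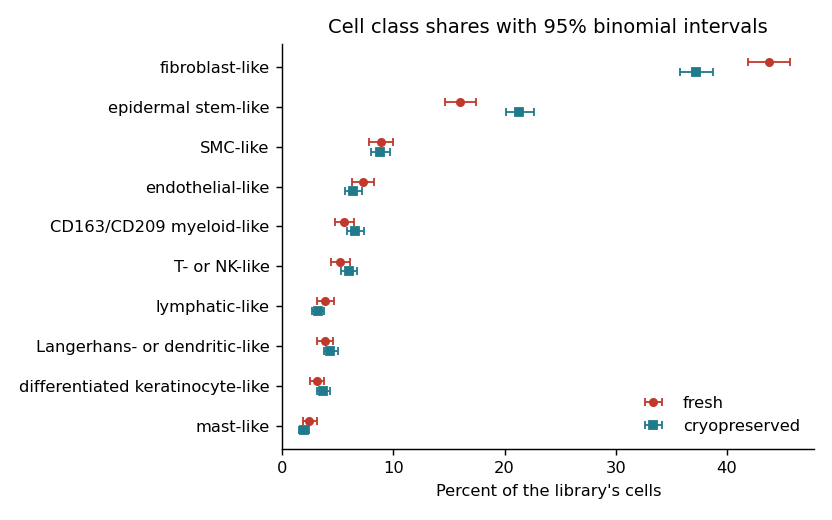
Percent of the filtered cells of the fresh (circles) and the cryopreserved library (squares) in each cell class, with exact 95% binomial intervals as bars, which cover counting error only. Fibroblast-like cells fall from 43.8% to 37.2%, and epidermal stem-like cells rise from 16.0% to 21.3%.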

**Fig 4:**
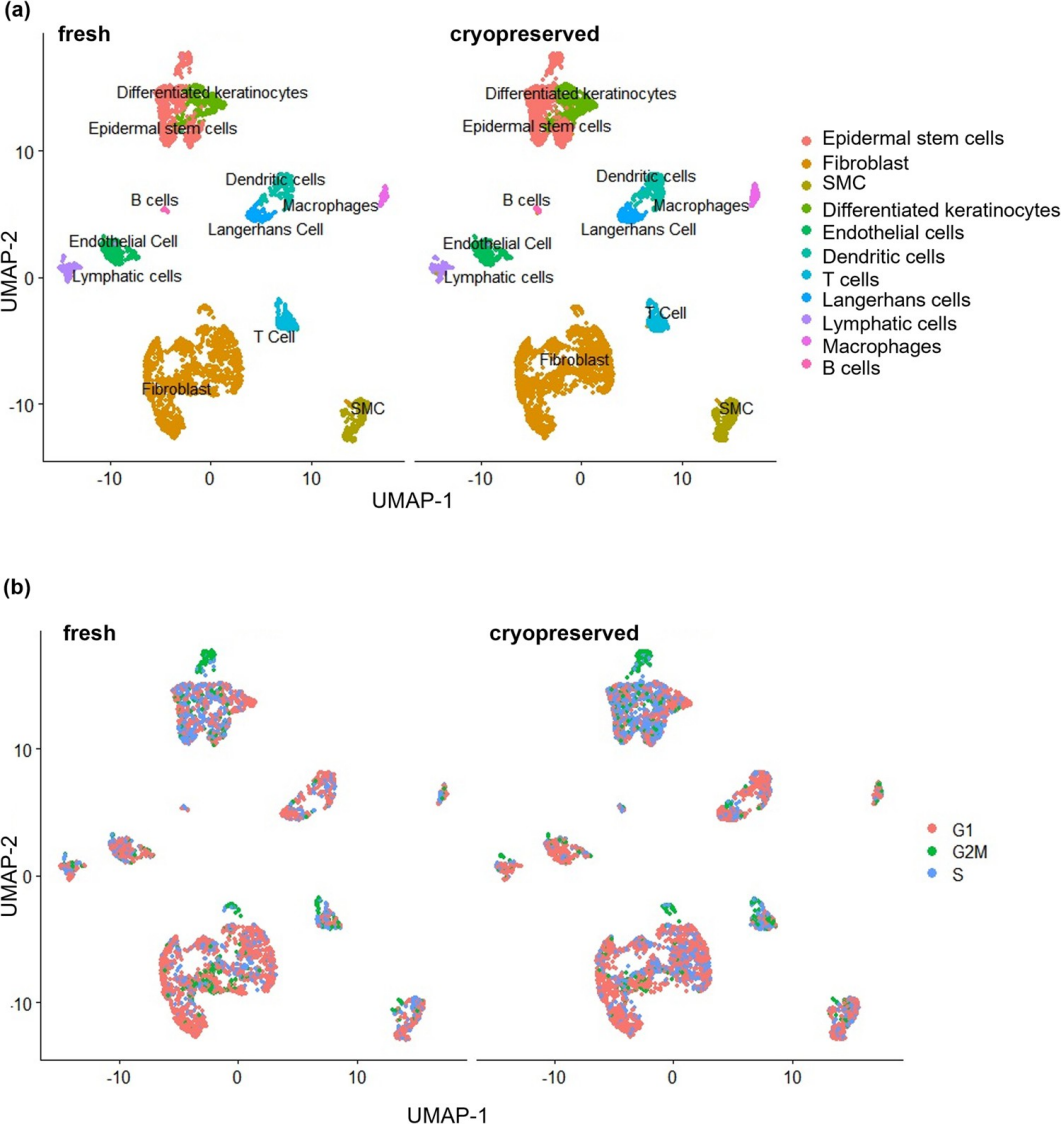
Fresh and cryopreserved samples have similar cell types (a) and cell cycle status (b).

**Fig 5:**
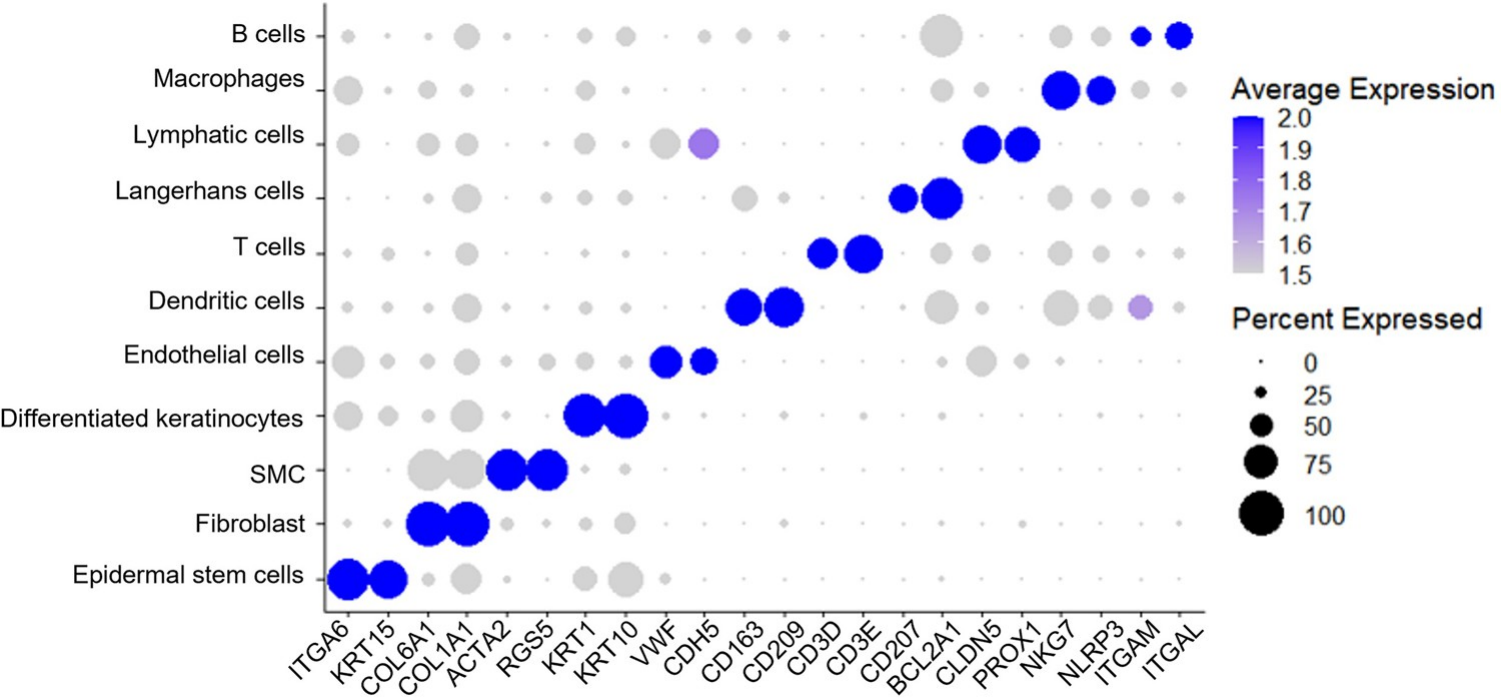
Dot plot of marker genes for pig skin cells.

**Table 1:** Cellular composition in fresh and cryopreserved samples.

Cell type	cryopreserved	fresh
Epidermal stem cells	17.8%	16.0%
Fibroblast	37.9%	45.5%
SMC	8.2%	7.2%
Differentiated keratinocytes	7.7%	6.7%
Endothelial cells	6.3%	6.5%
Dendritic cells	5.9%	4.6%
T cells	5.5%	4.3%
Langerhans cells	4.1%	3.1%
Lymphatic cells	2.9%	3.3%
Macrophages	2.5%	2.1%
B cells	0.9%	0.4%

### Cryopreservation retained the cell cycle status and differentiation trajectory

Further, we used cell cycle regression to analyze the effect of cryopreservation on the cell cycle status. We identified the cell cycle heterogeneity from cryopreserved and fresh samples by calculating cell cycle phase scores based on canonical markers [39]. Our results showed no differences between fresh and cryopreserved keratinocytes regarding G2/M-phase genes (Fig 4B). 

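Expression of G2/M-phase genes was measured from UMIs summed over the keratinocyte-like cells (530 fresh and 1058 cryopreserved), using 49 of 54 genes of the Seurat list. The genes summed to 1436 CPM in the fresh library (exact 95% Poisson interval 1410 to 1463) and 1799 CPM in the cryopreserved library (interval 1774 to 1825), a ratio of 1.253 (interval 1.224 to 1.282). The ratio moved most and changed direction when all barcodes were used, with 2477 and 2244 CPM and a ratio of 0.906. In that clustering, 79 of 104 fresh dividing keratinocyte-like cells (76.0%) had more genes than the study's maximum, against 38 of 114 cryopreserved cells (33.3%). Leaving out the dividing cluster 19 gave a ratio of 1.07. Seurat's phase scoring called 113 fresh (21.3%, interval 17.9 to 25.1%) and 283 cryopreserved cells (26.7%, interval 24.1 to 29.5%) G2M. After each cell was thinned to 1000 UMIs these shares were 28.5% and 30.0%. In the thinned cells at least 1 G2/M UMI was found in 73.6% of fresh and 71.7% of cryopreserved keratinocyte-like cells, at median depths before thinning of 14908 and 9745 UMIs. For comparison, the shares were 60.0% and 65.4% in fibroblast-like cells outside the dividing cluster, at median depths of 12674 and 9983 UMIs. Without thinning the shares were 100% and 99.1% in keratinocyte-like cells, and 97.6% and 98.5% in the fibroblast-like cells. Free RNA enters such calls per cell and was not removed.

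**Figure D5:**
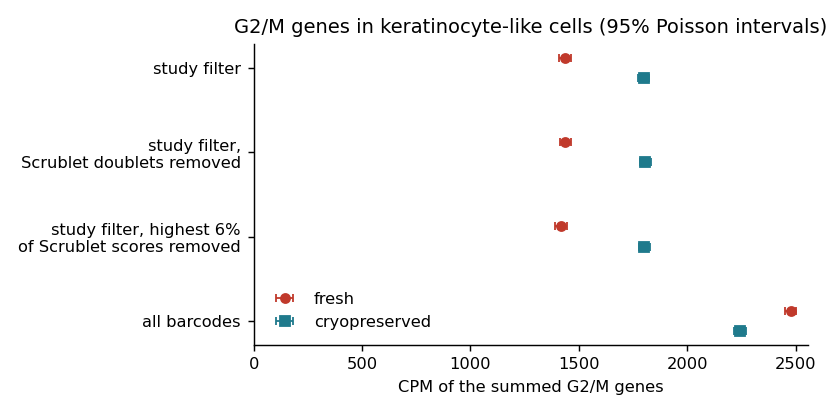
CPM of the summed G2/M genes in keratinocyte-like cells of the fresh (circles) and the cryopreserved library (squares) for each set of cells, with exact 95% Poisson intervals as bars, which cover counting error only. The order of the libraries changes between the filtered cells (1436 and 1799 CPM) and all barcodes (2477 and 2244 CPM).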

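Epidermal stem-like and differentiated keratinocyte-like cells were ordered within each library alone by diffusion pseudotime, a different algorithm from the paper's, computed without any marker gene and rooted in cluster 9, which had the highest basal markers. Spearman's rho across cells between this order and the summed differentiated markers (KRT1, KRT10 and others of the list) was -0.249 in the fresh library (95% interval -0.325 to -0.169) and -0.121 in the cryopreserved library (interval -0.187 to -0.060). With the summed basal markers rho was -0.473 and -0.505. Cells are not independent replicates, so no p is given. The alternative that moved the value most was the first principal component, with -0.864 and -0.832. Its sign is arbitrary, because the root cluster 9 (median -1.64 and -1.87) lies between cluster 13 (-9.35 and -11.5) and cluster 10 (7.97 and 7.78), so it gives no direction. The correlation changed sign when each cell was thinned to 1000 UMIs first, to 0.066 in the fresh (interval -0.026 to 0.161) and 0.1003 in the cryopreserved library (interval 0.037 to 0.158). The median pseudotime of the differentiated keratinocyte-like cluster 13 was 0.450 in the fresh and 0.374 in the cryopreserved library. That of cluster 10, whose differentiated marker score was the lowest, was 0.615 and 0.483, and that of the root cluster 0.312 and 0.162. Pseudotime is a distance from the root, so the later medians of clusters 10 and 13 follow largely from the choice of root. The dividing cluster 19 had a median of 0.304 in the fresh library, not later than the root cluster, and 0.422 in the cryopreserved library.

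**Figure D6:**
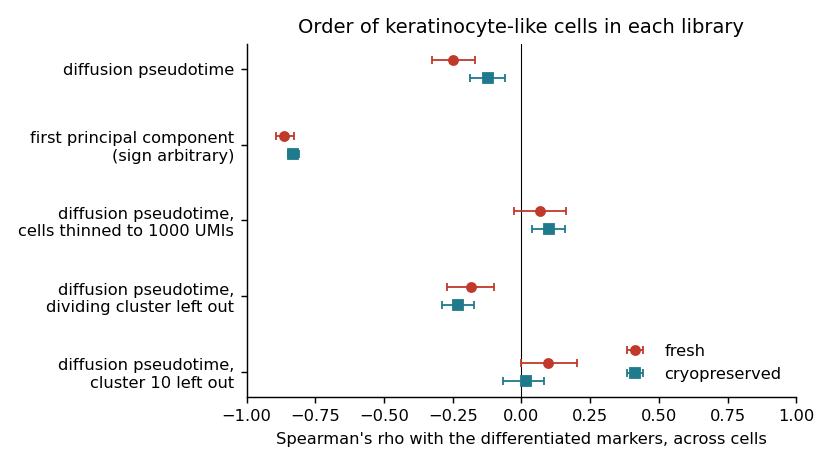
Spearman's rho across cells between the order of keratinocyte-like cells and their differentiated markers (horizontal axis) for each way of ordering, in the fresh (circles) and the cryopreserved library (squares), with 95% intervals from resampled cells as bars. The sign for the first principal component is arbitrary. The values of the diffusion order lie below 0 over all cells and above 0 after thinning, where the fresh interval includes 0.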

Using the single-cell trajectory analysis [40,41], we found that epidermal stem cells differentiated into keratinocytes in both fresh and cryopreserved samples (Fig 6A and 6B). The results indicate the data quality for both the fresh and cryopreserved cells is sufficient for transcriptional trajectory analysis.

**Fig 6:**
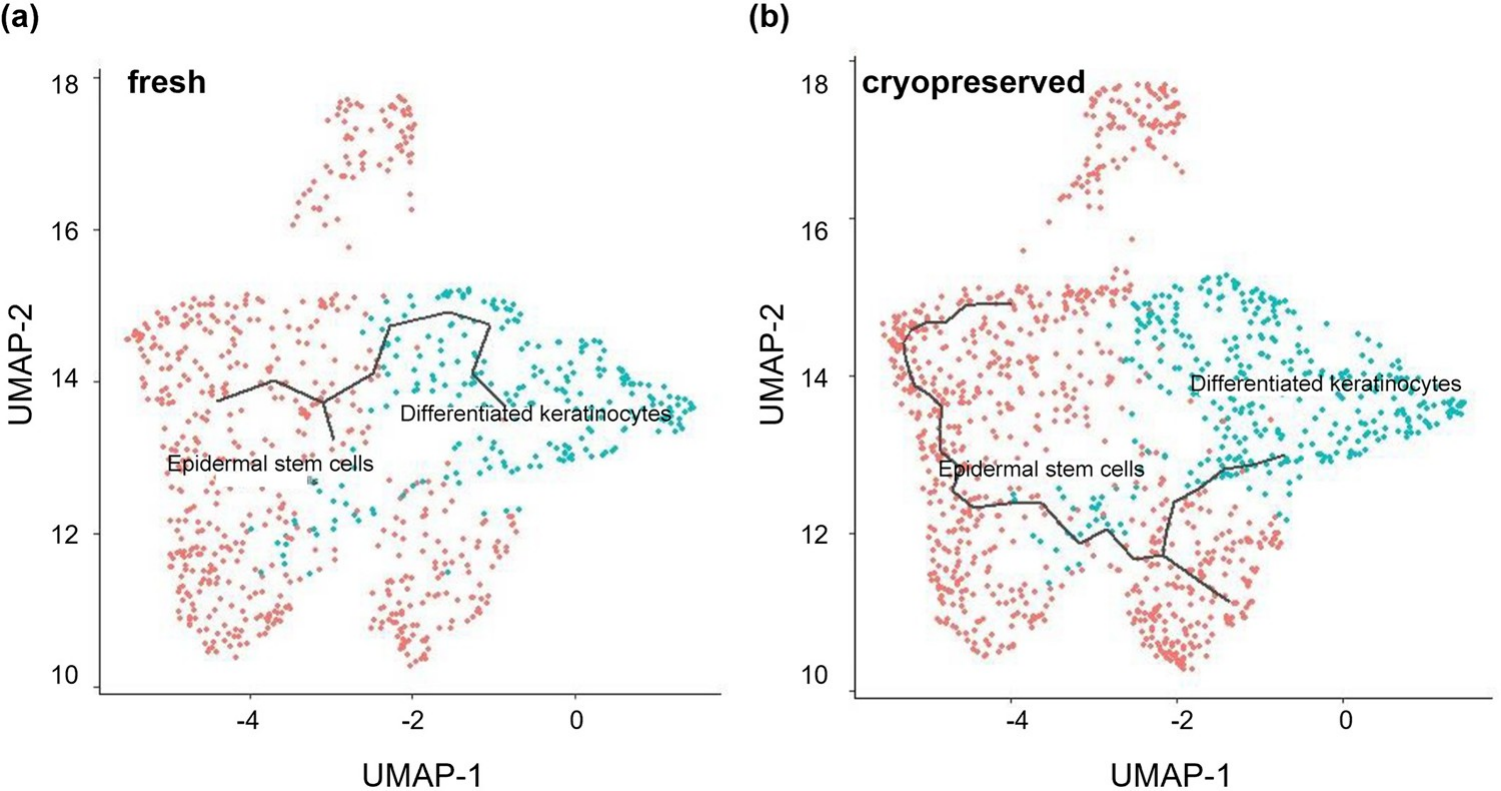
Single-cell trajectory analysis shows epidermal stem cells differentiate into keratinocytes in both fresh and cryopreserved samples.

## Discussion

Preparing high-quality single cells is a critical step for a successful scRNA-seq study. A suitable dissociation method should dissolve the whole skin tissue, including epidermis and dermis, to release most if not all cells [23,47,48]. The resultant cells should have high viability and few aggregates. A dissociation method with high cell yield and cell viability can minimize skin samples and allow detecting cell types with small numbers. A few protocols have been published for preparing single cells from rodent [49–55] and human skins [56–61] via enzymatic digestion and mechanical dissociation. These methods vary in enzyme types and concentrations, digestion time, and temperature [49–61]. Most of them use manual mechanical dissociation, such as dissection, mincing, agitation, pipetting, or passing through syringes that are inefficient and inconsistent. Consequently, the dissociation efficiency and the resultant cell viability, composition vary between methods, publications, and batches. The variations create challenges when comparing scRNA-seq results from different labs. Thus, there is a critical need to develop a standardized single cell preparation method. A standard procedure could be best achieved using validated, commercially available enzyme kits and automated mechanical dissociation devices.

Although we could not find a commercial kit designed explicitly for pig skin, the Miltenyi Human Whole Skin Dissociation Kit and the gentleMACS Dissociator had been used to prepare human skin single cells for scRNA-seq [23,24,27,28,62,63]. Due to the similarity of the human and pig skins, we hypothesized that they could also be used to prepare single pig skin cells. With our protocol, the skin tissue was close to completely dissolved. Only small numbers of cell aggregates were found, and they could be robustly removed with FACS (Fig 1). We were able to isolate 6.0–7.5×10^4^ viable single cells with a 4-mm full skin biopsy punch. These cells are sufficient for a complete scRNA-seq flow, including cell counting, cell viability, quality assessment, RNA library construction, and quality control.

Reliable methods for preserving single cells make the scRNA-Seq workflow much more flexible and manageable [24,33–36]. A few methods, including cryopreservation in medium containing DMSO, using commercial cell preservation reagent, or methanol fixing, have been reported to preserve single cells [24,33,35,36]. DMSO minimizes forming large intracellular ice crystals, which damage and kill cells. Methanol fixing works through dehydrating cells to preserve nucleic acids in a collapsed form at high concentrations. Upon rehydration, nucleic acids can be restored to their original form and harvested for library preparation [62,64]. Literature research showed the methanol fixing method result in high ambient RNA background and a lower gene expression correlation to un-preserved cells [33]. The same was true for when using commercial CellCover reagent [33]. On the other hand, cryopreserving human and rodent primary cells or cell lines using DMSO plus FBS did not reduce the cell viability and alter the cell composition and gene expression significantly [24,33–36,65]. Our results with pig skin cells (Figs 1–6) agreed well with these literature studies.

In summary, we showed that high-quality single pig skin cells could be generated using the Miltenyi Biotec Whole Skin Dissociation kit and Gentle MACS Dissociator. Single cells could be cryopreserved in 90% FBS+10% DMSO, and the cryopreservation did not significantly alter gene expression and cell compositions. Dead cells and cell aggregates could be removed via FACS before preparing libraries. Using these methods, we obtained high-quality scRNA-Seq data to identify the major skin cell types. The limitation of this study is that only healthy pig skins from young pigs were used. Future studies should test if the protocol works for aged or diseased pig skins.

## Supporting information

S1 Fig Quality control parameters of fresh and cryopreserved (frozen) pig skin cells, including the number of genes, UMIs, and % of mitochondrial gene in each cell. (a) pre-cut-off and (b) post-cut-off data are shown. 4500 genes/cell, 30,000 molecules/cell, and 10% mitochondrial genes are set as the maximum threshold to exclude the doublets, multiples, and low-quality single cells. Each dot represents one cell.
(TIF) Click here for additional data file.

S2 Fig Clustering analysis of combined (a) and separated (b) fresh and cryopreserved samples shows that the two samples have similar clusters.
(TIF) Click here for additional data file.

S3 Fig Top 10 marker genes for each cluster. (TIF) Click here for additional data file.

S4 Fig Top 10 marker genes for each cell type. (TIF) Click here for additional data file.

S1 Table Markers used for annotating cell clusters. (TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

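Pig skin cells were measured in 2 droplet scRNA-seq libraries, 1 from fresh and 1 from cryopreserved cells, and the condition of each was taken from its title and treatment labels and the paper. The extraction protocol in the labels is the same text for both samples and describes freezing, so it does not separate them. The authors sequenced 10x Genomics 3′ libraries, ran Cell Ranger with the STAR aligner on a reference made from Sscrofa11.1 and its Ensembl annotation, and deposited raw UMI counts per gene and barcode, without normalization. The barcodes are those kept by Cell Ranger, before the study's maxima on genes, UMIs and mitochondrial share. Of the genes, 15189 are listed by their Ensembl identifier and not by a symbol, and 772 of these identifiers were matched to a symbol in the tables used here. Gene coordinates were taken from the RefSeq annotation of the same assembly, matched by symbol or identifier, and are not given for genes with several entries. The barcode sequences of the 2 libraries overlap in 6 cases, so barcodes were kept apart by library.

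Cells with over 4500 genes, over 30000 UMIs or over 10% of UMIs on the 13 protein-coding mitochondrial genes were left out, as the methods state. Doublets were not removed in the main setting, since the study removed them by scatter profiles during sorting and by these maxima. Scrublet, as implemented in scanpy 1.11.5, was run on each library. It marked few cells, so removal of the 6% of cells with the highest scores was added as an alternative. Counts were summed over cells and scaled with TMM factors of edgeR 4.0.16. Log2 ratios were computed with a pseudocount of 0.5 counts for genes with at least 200 UMIs over both libraries. DESeq2 1.42.0 size factors and total UMIs were alternatives. Highly variable genes (2000 per library), anchor integration, clustering at a resolution of 0.8 on 30 dimensions with 30 neighbours and cell cycle scoring were run with Seurat 5.3.0 in R 4.3.3, a later version than the study's. Diffusion pseudotime used scanpy with 20 principal components and 15 neighbours. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. CellMatch and the study's trajectory algorithm were not used here.

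The genes whose ratios were computed singly are every gene the paper names in its text or prints in Figs 3 and 5, and the 5 genes with the highest and the 5 with the lowest log2 ratio among genes with at least 200 UMIs. The gene lists, marker lists, main settings and most alternatives were written before the data were examined. Other genes named are members of the fixed lists (FOS, JUN, HSPA8 and RBM3, and cell markers), leading genes of a cluster, or genes of the Merkel cell list. VIP, KRT8, KRT18, KRT20, CHGA, COX2, ND4L, S100A4, RNF180, ARPC1B, ENSSSCG00000031657 and ENSSSCG00000051070 were chosen after their values were seen. COX3, ND3, PRMT2 and SARS2 were also singled out after their values were seen, although 3 of them also meet the rule of size. The rule that scores marker lists against clusters, with at least 3 markers detected in 10% of the cells and raised 2-fold, and the joining of 20 lists into 18 were set after a first output had been seen. Marker lists for B cells, plasmacytoid dendritic cells, neutrophils, melanocytes, Schwann cells, sweat or sebaceous gland cells and erythrocytes named no cluster. Between 3 and 13 genes of each list were found in the matrices by name.

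With 1 library per condition no test across samples was possible, and p-values, standard errors and counts of changed genes were not computed from cells. Values are given for both libraries, sums of counts with exact Poisson intervals and shares with exact binomial intervals at the 95% level. Where a gene has 3 counts or fewer in a library, its ratio is given with a counting interval. Gene lists were set against 10000 random lists matched on mean expression. Random divisions of the cells of 1 library (100 for pseudo-bulk profiles and 5 for variable genes) gave the level that sampling of cells alone produces. That level holds for groups smaller than a whole library. Shares of cells with a UMI, phase calls and genes per cell were also computed after thinning each cell to 1000 UMIs. The study's list of differentially expressed genes was not re-derived, because it has no spread between samples behind it in these data.

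The scripts were tested on simulated data with known answers. In the pseudo-bulk comparison, 100% of 200 genes given a changed level were among the 200 largest ratios of 11662 genes. In the comparison of variable genes, 100% of 200 planted genes were found in both lists out of 9053 genes. The other simulated genes varied by counting error only and each list took 2000 genes, so this was an easy case. In the keratinocyte ordering, simulated cells on a gradient were ordered with a Spearman correlation of 0.983 (fresh) and 0.979 (cryopreserved) with their true position. Simulated cells without a gradient gave -0.018 and 0.027. The simulated gradient was a single line, and its groups were cut from the true position. In the real data the root cluster 9 lies between clusters 10 and 13, a case that the simulation does not cover.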

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

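The tests of unequal class shares with unnamed cells as a class, of a single cell behind CCER2 and SARS2, of cell classes, share of mitochondrial RNA, mitochondrial RNA per cell and animals for ND3, COX3 and PRMT2, of shallow sequencing and loss of cytoplasmic RNA for 70 fresh cells, and of macrophages were chosen only after the result was seen.

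In the barcodes that the study left out, more fresh than cryopreserved barcodes exceeded the mitochondrial limit (1004 against 446). The share over the limit was 2.50 times as high in the fresh library. Barcodes with little RNA were argued against as the whole cause, since among barcodes with at least 2000 UMIs the ratio was 2.48. The mitochondrial genes ND3 and COX3, which differ between the libraries, were argued against as well, because without them the ratio was 2.65. A different mix of cell classes does not account for the difference within fibroblast-like and keratinocyte-like cells of all barcodes, where the ratios were 2.11 and 2.29. In the other named classes together the shares were alike (92 of 1182 fresh and 135 of 1737 cryopreserved barcodes, ratio 1.00). The unnamed clusters held 589 of the 1004 fresh barcodes (589 of 614 over the limit, against 148 of 218 cryopreserved, ratio 1.41). With the class shares of the cryopreserved library in both, unnamed cells taken as a class, the ratio was 1.55 (interval 1.41 to 1.70). Unequal class shares were thus argued against as the whole cause, while a part of the difference goes with the larger unnamed share of the fresh library. Below 2000 UMIs the limit was exceeded by 671 of 747 fresh and 284 of 484 cryopreserved barcodes. An effect of freezing, thawing and sorting on damaged cells stays open and was not tested, since handling and library cannot be separated here.

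CCER2 and SARS2, neighbours on chromosome 6, had the highest ratios among genes with at least 200 UMIs, and 1 cryopreserved cell held 794 of the CCER2 and 703 of the SARS2 UMIs. That is 98.1% and 99.7% of the UMIs of each gene, so the difference between the libraries rests on this cell. The cell has 7902 UMIs and 2763 genes and lies in the epidermal stem-like cluster 10. A candidate explanation is that it is a Merkel-like cell. Of 10 Merkel cell genes listed before this test, 7 were found in the matrices and 4 had a UMI in the cell: PIEZO2 (3 UMIs), SCG2 (6), SYT1 (1) and SNAP25 (6). Among the 1057 other cryopreserved keratinocyte-like cells, 67 had a SNAP25 UMI, 16 a PIEZO2 UMI, 12 an SYT1 UMI and 0 an SCG2 UMI. The remaining 3 genes, ATOH1, ISL1 and CHGB, had 0 UMIs in the cell. VIP (49 UMIs), KRT8 (19), KRT20 (7), KRT18 (10) and CHGA (10), seen before the list was written, were left out of it. The Scrublet score of the cell, 0.161, is among the highest 6%, so a doublet stays open. Whether reads of one neighbour were counted for the other was not tested.

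The mitochondrial genes ND3 (log2 ratio -2.33) and COX3 (-0.81) and the nuclear gene PRMT2 (-2.82), which the paper does not discuss, were lower in the cryopreserved library. A different mix of cell classes was argued against: over 6 classes the log2 ratio closest to 0 was -2.02 for ND3, -0.78 for COX3 and -2.53 for PRMT2. A lower share of mitochondrial RNA among the UMIs was argued against as the reason for ND3 and COX3, since 9 of 13 mitochondrial genes had a higher CPM in the cryopreserved library (7 when scaled to total UMIs), among them COX2 (log2 ratio 0.349, or 0.311 with total UMIs) and ND4L (0.904, or 0.865). CPM do not measure RNA per cell. UMIs per cell were lower for 10 of 13 mitochondrial genes, and over all genes they were lower as well (ratio of the means 0.747). Less mitochondrial RNA per cell in general thus cannot be told apart from fewer UMIs captured per cell. As the reason for ND3 and COX3, a loss shared by all mitochondrial genes was argued against. Their ratios of UMIs per cell were 0.144 and 0.414, against 0.694 to 1.88 for the other mitochondrial genes. A difference in sequence between animals cannot be told apart from an effect of freezing. Among 5138 genes measured in each of 6 classes, 2 genes (ND3 and PRMT2) reached a log2 ratio of 2 in size in every class, and 5 genes reached 1, the others being ARPC1B, ENSSSCG00000031657 and ENSSSCG00000051070. One library per condition keeps both open, and a difference in RNA processing was not tested.

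A cluster with the study's macrophage markers NKG7 and NLRP3 as markers of highest expression held 68 fresh and 82 cryopreserved cells and was mast-like by its markers, a class that the paper does not name. Macrophages were argued against, since the CD163/CD209 myeloid markers reached 1.58% of their summed CPM in the largest CD163/CD209 myeloid-like cluster. The mast cell markers raised in it were KIT, MS4A2, HPGDS, HDC and GATA2, the 5 of 9 listed that were found in the matrices. Median depth in this class is low, with 2751 UMIs per cell in the fresh and 2439 in the cryopreserved library. No biological explanation for the difference in names was tested.

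When the libraries were merged without integration, 70 fresh fibroblast-like cells and 1 cryopreserved cell formed a cluster of their own. With integration, 57 of them lay in cluster 0. Doublets were argued against, because 5.71% of the cells (interval 1.58 to 14.0%) were among the 6% with the highest Scrublet scores. Their median of 6631 UMIs was 0.509 of that of the other fresh fibroblast-like cells. Genes in the longest 25% by gene length had a median log2 ratio of 0.97 against the other fresh fibroblast-like cells, and those in the shortest 25% had -1.73, a difference of 2.70 over 4421 genes, of which 90.1% have a length. Shallow sequencing was argued against as the whole cause by this difference of 2.70, since depth alone acts alike on long and short genes, but not as a part of it. S100A4 had 16.4 CPM in these cells and 1494 in the others, while RNF180 had 693 and 111 CPM, both named after their values were seen. This pattern is consistent with a loss of cytoplasmic RNA from damaged cells, as a hypothesis found and tested on the same data. An effect of the fresh condition stays open, since a cluster mostly of 1 library may reflect that library.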

How the results depend on the processing

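The settings chosen only after the values were seen were the gene and UMI maxima alone, removal of the highest 6% of Scrublet scores, ND3 and COX3 left out, the cell with most UMIs left out, counts from a shared profile, random groups of cells for variable genes, thinned phase calls, cluster 10 left out, the first version of the naming rule, named cells alone, and all barcodes and total UMIs for single genes. No paired analysis was possible because each condition has 1 library. Genes whose name begins with MT- do not occur, so that planned setting gave no value.

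Of the alternatives for the results that answer a comparison, 162 stayed within their interval or within 1.5 times the count, 68 moved beyond it and 8 reversed. For single named genes, 72 stayed within, 60 moved and 9 reversed. Reversed is said of a change of sign where the interval of the reported value excludes no difference, so values that stayed or moved include changes of sign, such as CSF3 (0.345) with all barcodes. Over 13 alternatives each, the difference in the share of fibroblast-like cells, cryopreserved minus fresh, stayed below 0 (-8.80 to -1.53 points). The differences for keratinocyte-like (2.78 to 6.85), epidermal stem-like, differentiated keratinocyte-like, CD163/CD209 myeloid-like, T or NK-like and Langerhans or other dendritic-like cells stayed above 0. With the highest 6% of Scrublet scores removed, most Langerhans or other dendritic-like cells became unnamed (0.306% and 0.326% remained, a difference of 0.02), so that value does not measure the same class. The difference was above 0 in 6 alternatives for SMC-like, 3 for endothelial-like, 4 for mast-like and 1 for lymphatic-like cells, against values below 0 in the main setting. The number of clusters (5 alternatives) and expressed genes (4) stayed within their limits. Mixing (5) stayed within an interval that counts each fresh cell as a single draw, although the neighbours of different cells overlap. That interval does not measure the spread of the mixing ratio. It therefore does not show that leaving out integration (0.906 against 0.930) made no difference. Unless stated, the cause was not tested.

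With all barcodes, the ratio of median UMIs was 0.787 and of genes 0.891, and the mitochondrial medians were 4.16% and 3.72%. Pearson's r was 0.980, the median absolute log2 ratio 0.20 and the cold response gene at 0.54. Share differences were -3.96 points for fibroblast-like, 1.84 for differentiated keratinocyte-like, 2.91 for epidermal stem-like, 1.82 for SMC-like, 2.23 for CD163/CD209 myeloid-like, 0.649 for endothelial-like and 0.752 for mast-like cells. Here 14.0% of the fresh and 4.49% of the cryopreserved barcodes were unnamed, and over named cells alone the differences were -8.80 for fibroblast-like, 2.78 for keratinocyte-like, 1.44 for epidermal stem-like and 0.583 for mast-like cells. The G2/M ratio of keratinocytes reversed to 0.906 and the collagen ratio in T or NK-like cells to 1.86, although 5 cells hold 67.6% (fresh) and 85.1% (cryopreserved) of those UMIs and the median share per cell did not reverse (0.025% and 0.0201%). Log2 ratios that reversed from an interval excluding 0 were CCL8 (0.39), COL1A1 (-0.17), ACTA2 (0.0371), RGS5 (0.28) and VWF (0.00806). CSF3 (0.345), CCR7 (0.354) and KRT15 (-0.0634) changed sign from an interval including 0, and KRT15 (-0.0135) also with total UMIs.

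With the gene and UMI maxima alone, the UMI ratio was 0.903, the gene ratio 0.966, the mitochondrial medians 4.53% and 3.82%, and r 0.978. The shares differed by -1.53 points for fibroblast-like, 2.40 for differentiated keratinocyte-like, 1.37 for SMC-like and 0.559 for mast-like cells. Here 20.5% of the fresh and 8.25% of the cryopreserved cells were unnamed, which lowers the fresh shares. Over named cells alone the differences were -7.38 for fibroblast-like, 1.95 for differentiated keratinocyte-like, 2.90 for epidermal stem-like and 0.273 for mast-like cells. The MT name prefix let 86.3% and 96.1% of barcodes pass, by its own construction. The median share of UMIs on its genes was 0.195% and 0.217% among them. None of the 13 mitochondrial genes has this prefix, so these medians do not measure mitochondrial RNA. Without ND3 and COX3, in the medians and in the limit, the medians were 2.89% and 3.17%. Removing the highest 6% of Scrublet scores left 59.6% and 82.0% of barcodes, again by construction.

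Thinning to 1000 UMIs moved the gene ratio to 0.989, so depth accounts for most of that difference. Averaging class medians gave 0.688 for UMIs and 0.825 for genes. Pearson's r was 0.994 on log2(CPM + 1), 0.983 as Spearman's correlation, 0.968 without the 20 highest genes, 0.98811 with at least 200 UMIs and 0.98788 with fresh class shares, while random groups of cells gave 0.9988 (fresh) and 0.9992 (cryopreserved). The median absolute log2 ratio was 0.25 with at least 50 UMIs, 0.22 with at least 1000, 0.21 with fresh class shares, and 0.0423 for counts from a shared profile, which is the level that depth sets. Lists of 1000 variable genes shared 736 genes, by their size. Total UMIs moved the dissociation genes to 0.19.

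The boundary between keratinocyte classes moved with the clustering. The difference for differentiated keratinocyte-like cells was 3.21 points at resolution 0.4, 2.42 at 1.2, 2.60 with 50 dimensions, 2.56 without integration and 2.63 by marker score per cell. For epidermal stem-like cells it was 2.74 at resolution 0.4, 3.36 with 50 dimensions, 3.47 without integration and 3.01 by marker score, which also gave -2.36 for fibroblast-like cells.

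In keratinocytes, S-phase genes gave a ratio of 1.19 and thinned phase calls 1.055, and the thinned share of cells with a G2/M UMI reversed to 0.974. The keratinocyte order gave -0.864 (fresh) and -0.832 (cryopreserved) on the first principal component, whose sign is arbitrary, and -0.232 in the cryopreserved library without the dividing cluster. It reversed to 0.066 and 0.1003 after thinning and to 0.097 and 0.016 without cluster 10. The collagen ratio reversed to 9.77 in endothelial-like cells, where 5 cells hold 91.2% of the UMIs. Without the cell with most UMIs, log2 ratios reversed from an interval excluding 0 for CCL8 (0.02), KRT10 (0.0405), ENSSSCG00000035964 (5.23, from 1 and 62 UMIs, ratio 56.0 with a counting interval of 9.69 to 2248) and SARS2 (ENSSSCG00000002972, -0.15). For SARS2 1 UMI is left in each library (interval of the ratio 0.0115 to 70.9), so its direction is not determined. CSF3 (0.192), CCR7 (0.0738), ITGA6 (0.00553) and ITGAL (-0.0404) changed sign from an interval including 0.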

Differences from the paper's values

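The setting with exchanged axes of Fig 3A and the gene and UMI maxima alone were chosen only after the values were seen.

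The paper's Pearson correlation of the pseudo-bulk profiles is 0.981, and the value here was 0.988. None of the alternatives set before the data were examined gave a value that rounds to the paper's: log2(CPM + 1) gave 0.994, Spearman's correlation 0.983, total UMIs and DESeq2 size factors 0.988, all barcodes 0.98041 (the nearest), removal of Scrublet doublets 0.988, the 20 highest genes left out 0.968, genes with at least 200 UMIs 0.988 and fresh class shares 0.988. Random groups of cells within 1 library gave 0.999 in each. The gene and UMI maxima alone, chosen after seeing the values, gave 0.978.

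The paper's share of differentiated keratinocytes is 7.7% in the cryopreserved and 6.7% in the fresh sample, and the shares here were 3.72% of 4223 cells and 3.10% of 2775 cells, while the paper's text gives no cell totals. The values came within 1.5 times the paper's at resolution 1.2 (8.83% and 6.41%), with 20 dimensions (6.30% and 5.01%), with 50 dimensions (8.90% and 6.31%), without integration (7.67% and 5.12%), with all barcodes (6.93% and 5.09%) and by marker score per cell (8.08% and 5.44%). They did not at resolution 0.4 (17.8% and 14.6%) or with Scrublet doublets removed (3.75% and 3.07%).

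In Fig 3A, CCER2 lies at about 20 CPM for the fresh and about 0.08 CPM for the cryopreserved sample in the paper, read by eye, against 0.0917 and 22.3 CPM here. SPP1 lies at about 80 and about 10 CPM in the paper's Fig 3A, read by eye, against 10.7 and 15.9 CPM here. With all barcodes the values were 0.0751 and 19.1 CPM for CCER2 and 9.22 and 79.3 CPM for SPP1, so this alternative did not bring them within 1.5 times the paper's. With the axes exchanged, a reading chosen after seeing the values, CCER2 in the filtered cells came within 1.5 times the paper's on both axes, and SPP1 only on the axis of about 10 CPM in Fig 3A, read by eye. With the axes exchanged and all barcodes, both genes came within 1.5 times on both axes.

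The highest mitochondrial share in the paper's Fig 2C is about 28% in the fresh and about 16% in the cryopreserved sample, read by eye, whereas the highest values here were 9.99% and 9.99%. All barcodes (93.7% and 85.8%) and the MT name prefix (3.67% and 6.24%) did not come within 1.5 times the paper's values. The prefix holds none of the 13 mitochondrial genes.

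The paper states that fresh and cryopreserved keratinocytes did not differ in G2/M-phase genes, while the ratio of summed CPM here was 1.253 over filtered cells, and 0.906 over all barcodes. It describes genes and UMIs per cell as similar, and the ratios of the medians, cryopreserved over fresh, were 0.857 and 0.721. It describes a course from epidermal stem cells to keratinocytes in both samples, while the diffusion order here had a correlation of -0.249 and -0.121 with the differentiated markers. The order is a distance from the root, so it gives no direction of differentiation by itself.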

Other observations

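The tests of the gene limit on dividing cells, the labels and axes of Fig 3A, B cells, cell classes behind the dissociation genes, free RNA behind endothelial collagen and a further keratinocyte group behind the diffusion order were chosen only after the result was seen.

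Over filtered cells, G2/M expression of keratinocytes was higher in the cryopreserved library. A candidate explanation is the limit on genes per cell, which removes dividing cells of the deeper fresh library. Without the filter the ratio was 0.906, and 76.0% of fresh dividing keratinocyte-like cells exceeded the limit, against 33.3% of cryopreserved ones. Among all keratinocyte-like cells, 29.7% of fresh and 7.82% of cryopreserved cells exceeded it. As the test was made on the data that raised the question, this remains a hypothesis, and an effect of freezing on dividing cells stays open.

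CCER2 and SPP1 lie on the other side of the diagonal than in Fig 3A. Exchanged labels of the deposited samples were argued against by the share of fibroblast-like cells, which was 43.8% in the library labelled fresh and 37.2% in the library labelled cryopreserved, the order that Table 1 gives. Exchanged axes of the plot stay open as a candidate explanation: over all barcodes of the library labelled cryopreserved, CCER2 had 19.1 CPM and SPP1 79.3 CPM. In the filtered cells SPP1 fell to 15.9 CPM, from 3349 to 577 UMIs.

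A small cluster (15 fresh and 44 cryopreserved cells) had the highest means of the study's B cell markers ITGAM and ITGAL. Whether it holds B cells stays open. Of the markers listed for them, 2 had a UMI in 10% or more of the cells, BANK1 (40.7% of cells, 141 CPM against 9.77 in the remaining cells) and CD79A (20.3%, 33.9 against 19.3 CPM). CD79B, MZB1, PAX5 and CD22 are below 1 CPM in the remaining cells too, so their low counts in 59 cells exclude nothing. JCHAIN was at 7.94 CPM against 11.5 in the remaining cells. The cluster was led by genes including MARCO and CD300C, and its CD163/CD209 myeloid markers reached 19.8% of the level in the largest myeloid-like cluster. Free RNA from other cells was not measured for these genes.

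UMIs per cell were lower in the cryopreserved library. A different mix of cell classes was argued against, because the ratio of the means of class medians was 0.688. Shallower sequencing per cell and loss of RNA on freezing stay open, and the matrices alone do not separate them.

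The dissociation response genes were higher in the cryopreserved library by a median log2 ratio of 0.23. Within fibroblast-like cells the median was 0.21 and within epidermal stem-like cells 0.0105. A different mix of cell classes cannot be told apart from a response within cells. Among random lists matched on expression these medians stood at percentile 95.7 over all cells, 78.4 in fibroblast-like and 77.3 in epidermal stem-like cells, so each lies within the range of random lists.

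Fibrillar collagen RNA was higher in the endothelial-like class of the cryopreserved library. Free RNA in the cell suspension was argued against, because the ratio of the median percent per cell was 0.921 and 5 cells held 91.2% of the collagen UMIs. Doublets with fibroblasts were not tested for these cells.

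The diffusion order of keratinocytes ran against the differentiated markers. A further group of keratinocytes away from the root, cluster 10, is a candidate explanation. Without it the negative correlation was lost, with 0.097 in the fresh and 0.016 in the cryopreserved library and intervals (-0.001 to 0.202 and -0.066 to 0.083) that include 0. The cluster was chosen for its low differentiated markers, with which the correlation is taken, so its effect cannot be told apart from that of the choice. Which of the orders reflects differentiation stays open.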
